A study of Mus musculus with 10 samples.

How the data were processed

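RNA was measured by sequencing in 10 whole livers of male mice. Hepatocytes were edited in vivo with an adeno-associated virus of serotype 8 that carries the small Cas9 of Staphylococcus aureus under a hepatocyte promoter (TBG) together with a guide RNA. The control virus targets Rosa26, a locus on mouse chromosome 6 commonly used as a neutral site, and the test virus targets Cd44, which encodes a cell surface receptor. Per the labels, 3 livers came from Rosa26 control mice aged 9 months, 3 from Rosa26 control mice aged 25 months and 4 from Cd44 knockout mice aged 25 months. Virus had been given at 7 months in the young mice and at 23 months in the old mice. Among the knockout livers, replicates 1 and 2 received guide 4 and replicates 3 and 4 received guide 2. Replicate numbers follow the order of the sample records and only name a liver, so no livers were paired. Only libraries of the young control, old control and old knockout groups were analysed here.

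Per the labels' protocols, polyadenylated RNA was isolated with the Watchmaker mRNA kit and sequenced as paired reads of 75 bases on an Element AVITI instrument. The authors deposited 1 table of raw counts, whole numbers of reads per gene symbol with 1 column per liver and no normalization. The aligner, the counting tool, the genome build, the annotation and the use of strand are not stated in the labels or the table, so overlapping and antisense genes and members of gene families with near-identical copies, such as the Mup and Cyp2 genes, carry an uncertainty that could not be resolved. The table holds 24537 gene symbols, of which 5807 had no count in any library. Gene positions are those of GENCODE M21 on GRCm38, matched by symbol for 97.1% of the symbols; the build behind the counts may be another one.

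Total counts ranged from 15821198 to 21710228 per liver. At that depth 3 counts, taken as the smallest detectable amount, correspond to between 0.131 and 0.198 CPM, the usual unit of counts scaled to library size. Intervals and floors of this kind cover counting error only, because the reads carry no molecular identifiers. Every liver was counted as a separate replicate, as labelled. Counts of each pair of livers in a group differed by more than counting noise, with a chi-square per degree of freedom of 20.3 or more. This only goes against repeated sequencing of 1 library and cannot show that the animals were separate. The Xist count was at most 11 and the Ddx3y count at least 646 in every library.

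Differential expression was tested on the counts as deposited with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood test with 1 coefficient per group over all 10 libraries, trimmed mean of M values (TMM) factors and the filterByExpr filter with its minimum count of 10 and minimum total of 15. This left 13909 genes. P-values were adjusted by the Benjamini-Hochberg method over these genes, and a gene was called changed at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Values per liver are CPM with TMM factors, except for genes below the filter, whose CPM used total counts. The log2 CPM used for principal components and list scores had a prior count of 2. The biological coefficient of variation was 21.8%, and the prior degrees of freedom were 4.2. Gene lists were tested with fry from limma 3.58.1, with adjustment over 23 lists holding 357 entries, of which 10 matched no symbol of the table. The 2 knockout guides were compared in a fit with separate coefficients for each guide. The correlation of age and knockout changes was compared with all 35 divisions of the 7 old livers into 4 and 3, one-sided towards a more negative value.

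Groups, designs, gene lists, alternatives and the rule for naming genes were fixed before the data were examined, except the correction for GC content and transcript length, which was added afterwards. By that rule the text names Cd44 and Gt(ROSA)26Sor, 12 genes of interleukin 6 signalling, the acute phase, T cells and osteopontin, and for each comparison of groups up to 5 genes in each direction. These had the largest absolute log2 fold change among genes with an adjusted p under 0.05, a mean CPM of at least 1 in the higher group and no overlap between groups. It also names changed members of the gene lists, at most 5 per list, of which a selection is given. Where every library of a group had 3 counts or fewer, a fold change is given as a lower bound against the floor.

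The statistical steps were tested on simulated counts for 13909 genes with 200 changed genes. The test recovered 68.5% of them for the age comparison, 77.5% for the knockout comparison and 68% for old knockout against young. False calls were 5 of 142, 5 of 160 and 12 of 148, the last above the nominal share of 5%. For genes simulated with a log2 fold change of 1 the recovered shares were 48%, 63% and 46%. Simulations without changed genes gave 0 calls in each comparison. With 1 of 23 lists shifted, fry found the shifted list in both comparisons, and of the other lists it called 0 for age and 1 for knockout. In 50 further simulations without changed genes, fry called at least 1 list in 4 for age and in 5 for knockout. Genes were simulated independently of each other and with the same spread in every group, unlike genes in these livers. In those 50 the age and knockout changes correlated at a median of -0.53 (range -0.55 to -0.51), because both use the same old control livers.

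Alternatives were DESeq2 1.42.0, limma voom with sample quality weights, other scaling factors, other filters on low counts, fits of only the groups compared, a robust estimate of the spread, other thresholds, each guide separately, camera for gene lists, and leaving out each liver in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.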

Results

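Whole-liver RNA was compared between 3 young Rosa26 control mice, 3 old Rosa26 control mice and 4 old mice with hepatocyte Cd44 knockout. The series asked how Cd44 in hepatocytes relates to interleukin 6 and STAT3 signalling and to T cell function in the aged liver. Total counts were 19059119, 18415497 and 17600200 in young replicates 1 to 3 and 18363637, 19676595 and 21710228 in old control replicates 1 to 3. Knockout replicates 1 to 4 had 16443280, 20703293, 20219744 and 15821198 counts. The share of counts taken by the 10 most abundant genes lay between 15.7% and 18.4%.

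The targeted gene was examined first. Cd44 (chromosome 2, 102811141 to 102901665 on GRCm38, minus strand) had 16.6, 11.2 and 10.1 CPM in the young livers, with a mean of 12.6 ± 3.5 (SD, n = 3). Old control livers had 14.2, 30.0 and 25.9 CPM, with a mean of 23.4 ± 8.19 (SD, n = 3). The livers labelled as knockout had 18.9 and 29.01 CPM with guide 4 and 17.6 and 13.1 CPM with guide 2, with a mean of 19.7 ± 6.71 (SD, n = 4). The log2 fold change of Cd44 with age was 0.89 (SE 0.33), with an adjusted p of 0.0713 in edgeR's quasi-likelihood test. Between knockout and old control livers it was -0.25 (SE 0.30), with an adjusted p of 0.896, a difference smaller than the spread between livers. Against old control livers, guide 2 gave -0.60 (SE 0.34, edgeR adjusted p 0.778) and guide 4 gave 0.04 (SE 0.33, edgeR adjusted p 0.998). Whole-liver Cd44 counts therefore did not separate the libraries labelled knockout from the old controls. Directions given below for the knockout comparison rest on the labels. The control locus Gt(ROSA)26Sor (chromosome 6, 113067428 to 113077333, minus strand) had 9.20 ± 1.09 CPM in young (SD, n = 3), 11.7 ± 5.22 in old control (SD, n = 3) and 11.3 ± 2.09 in knockout livers (SD, n = 4). Its log2 fold change was 0.34 with age and -0.04 with knockout, neither past the threshold.

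**Figure D1:**
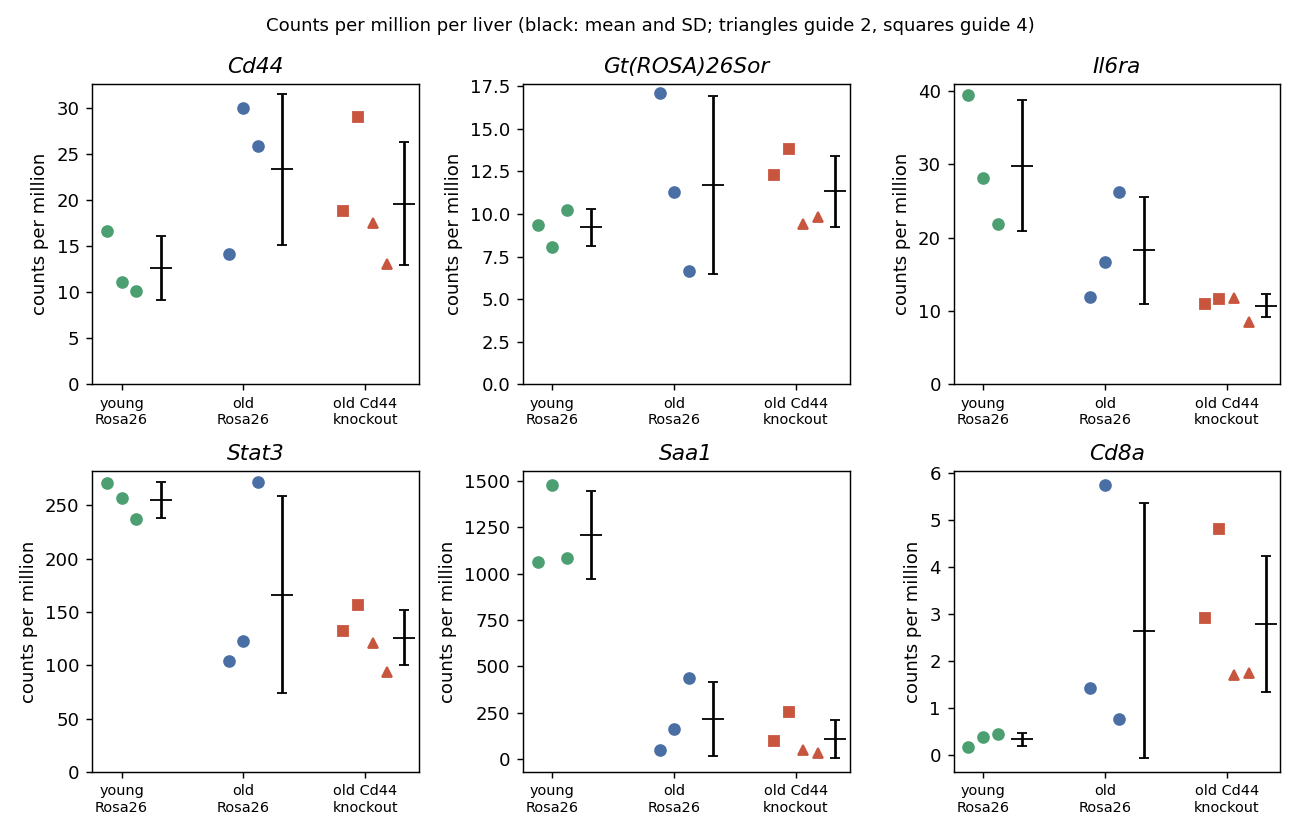
CPM of Cd44, Gt(ROSA)26Sor, Il6ra, Stat3, Saa1 and Cd8a in each of the 10 livers by group, with black bars for the mean and SD. The range of Cd44 in knockout livers, 13.1 to 29.01 CPM, overlaps that of old controls, 14.2 to 30.0 CPM.

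In a principal component analysis of log2 CPM, the first component held 50.1% of the variance. Young livers lay at -64.5 to -42.2 on it, and old livers at -5.7 to 53.3. The old control livers were more dispersed than the other groups. Old control replicate 3 lay at -5.7 on the first component and at 48 on the second, which held 15.9% of the variance, while old control replicate 1 lay at -33.2 on the second. The library name of old control replicate 3 also lies outside the run of names of the other 9 libraries. With 1 such library, its batch and its own state cannot be told apart. On the third component, with 8.2% of the variance, the guide 2 livers lay at 28.5 and 26.5 and the guide 4 livers at -7 and -13.

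**Figure D2:**
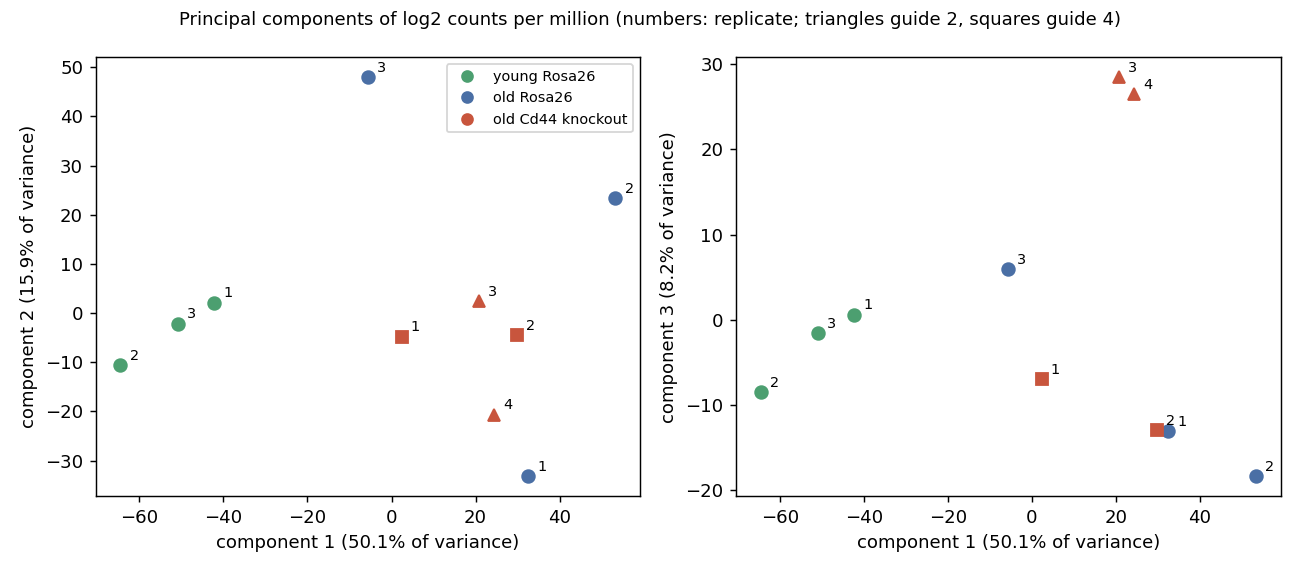
Principal components 1 and 2 (left) and 1 and 3 (right) of log2 CPM, 1 point per liver, coloured by group and numbered by replicate. Young livers lie at the left, and the guide 2 livers lie apart on component 3.

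The first comparison asked which genes differ between old and young control livers. Of 13909 genes tested, 3172 (22.8%) had an adjusted p under 0.05, 1967 higher and 1205 lower in old livers, by edgeR's quasi-likelihood test. The count depended on single livers. It ranged from 448 to 5317 when each liver was left out in turn, and it was 1138 when only these groups entered the fit. Among the changed genes, 1540 changed at least 2-fold, 1322 higher and 218 lower.

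The genes with the largest increases by the naming rule were Ngp, Mpo, Cyp2b9, Pf4 and Trem2. Ngp was at least 108-fold higher and Mpo at least 54.8-fold higher in old control livers, since no young library had more than 3 counts of either. These means rested on 1 liver: Ngp had 0.541, 63.0 and 0.572 CPM in old control replicates 1 to 3, and Mpo had 0.246, 31.6 and 0.668 CPM. Pf4 and Trem2 likewise had 50.6 and 35.9 CPM in replicate 2, against at most 2.16 and 2.90 CPM in the other old controls. Cyp2b9 rose from 0.144 ± 0.154 CPM (SD, n = 3) to 11.9 ± 11.5 CPM (SD, n = 3), with an edgeR adjusted p of 0.0164. The largest decreases were in Mt2, Ttll8, Mup17, Mt1 and Mup7. Mt2 (chromosome 8, 94172664 to 94173568) fell from 1107 ± 623 to 32.1 ± 34.8 CPM (SD, n = 3 each), a log2 fold change of -5.11 (SE 0.88, edgeR adjusted p 0.00815). Mt1, its neighbour on chromosome 8, had a log2 fold change of -4.81 (SE 0.71, edgeR adjusted p 0.00695). Ttll8 was at least 11.9-fold lower in old control livers. Mup17 and Mup7 fell by 4.93 and 3.86 on the log2 scale, but Mup genes are near-identical copies and the division of reads among them is uncertain.

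Among the genes named in advance, Saa1, an acute phase protein of the liver, fell from 1208 ± 236 to 218 ± 199 CPM with age (SD, n = 3 each), a log2 fold change of -2.47 (SE 0.81, edgeR adjusted p 0.0492). Cd8a rose from 0.341 ± 0.138 to 2.64 ± 2.7 CPM (SD, n = 3 each), a log2 fold change of 2.94 (SE 0.80, edgeR adjusted p 0.0264). Old control replicates 1 to 3 had 1.43, 5.74 and 0.763 CPM of Cd8a, so the size of this rise depended on replicate 2. Young livers had at most 0.44 CPM of it. Il6ra had a log2 fold change of -0.70 (edgeR adjusted p 0.0896) and Stat3 of -0.62 (edgeR adjusted p 0.172). Old control replicates 1 to 3 had 104.4, 122.4 and 272.4 CPM of Stat3, against 237.2 to 271 CPM in young livers. For Il6ra they had 11.9, 16.7 and 26.2 CPM, against 21.9 to 39.5 CPM. Replicate 3 thus lessened the change of each gene. Il6st changed by 0.12, Socs3 by -0.42, Lcn2 by -0.51 and Spp1 by 0.66 on the log2 scale, none past the threshold. Gzmk and Pdcd1 were at least 3.1-fold and at least 2.64-fold higher in old control livers, with edgeR adjusted p of 0.0828 and 0.0575. These means rested on replicate 2: old control replicates 1 to 3 had 2, 34 and 4 counts of Gzmk and 3, 29 and 2 counts of Pdcd1. Il6 had between 0 and 5 counts per liver and Ifng between 0 and 6, so a change in either was not detectable at this depth.

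Of 23 gene lists tested with fry, 1 passed an adjusted p under 0.05 with age and 10 had an unadjusted p under 0.05. The list of liver endothelium genes was higher in old control livers, with a mean log2 fold change of 0.74, all 12 genes higher and an adjusted p of 0.0278. Its members Fcgr2b, Eng, Cdh5, Stab2 and Kdr rose by 0.99, 0.98, 1.14, 1.01 and 0.72 on the log2 scale. By the edgeR test 9 of its 12 genes had an adjusted p under 0.05, both over all genes and over the list alone. The list of interleukin 6 and STAT3 acute phase genes had a mean log2 fold change of -1.02, with 27 of 30 genes lower, a fry p of 0.0341 and an adjusted p of 0.091. In it 9 genes passed over all genes tested and 14 over the list alone, among them Serpina3n, Bcl3 and Cebpb with log2 fold changes of -1.84, -1.14 and -0.77. Mt1 and Mt2, with log2 fold changes of -4.81 and -5.11, also belong to this list and lower its mean. Lists of B and plasma cell genes (11 of 11 higher, fry adjusted p 0.0779), T cell genes (17 of 17 higher, fry adjusted p 0.091) and monocyte-derived macrophage genes (15 of 15 higher, fry adjusted p 0.091) did not pass. Old control replicates 1 to 3 scored 6.907, 7.289 and 8.231 for acute phase genes, against 8.509 to 8.901 in young livers. They scored 1.268, 0.89 and -0.381 for B and plasma cell genes and 0.394, 1.618 and -0.243 for T cell genes. Replicate 3 was nearest the young livers on each of these lists and lessened their change. For macrophage genes it scored 3.094, close to replicate 1 at 3.128.

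The second comparison asked which genes differ between old livers with and without hepatocyte Cd44 knockout. None of the 13909 genes had an adjusted p under 0.05, the smallest being 0.744 in edgeR's quasi-likelihood test, and 916 genes (6.6%) had an unadjusted p under 0.05. DESeq2 called 7 genes. Il6ra had 18.3 ± 7.27 CPM in old control (SD, n = 3) and 10.7 ± 1.55 CPM in knockout livers (SD, n = 4), a log2 fold change of -0.77 (SE 0.26) with an unadjusted p of 0.0136 and an edgeR adjusted p of 0.744. Log2 fold changes were -0.45 for Il6st, -0.40 for Stat3, -0.13 for Socs3, -1.0 for Saa1, -0.85 for Lcn2, -0.07 for Spp1, 0.08 for Cd8a, -0.58 for Gzmk and -0.41 for Pdcd1, all with an edgeR adjusted p of 0.765 or more. Old control replicates 1 to 3 had 82.7, 76.3 and 162.1 CPM of Il6st, against 66.4 to 84.0 CPM in knockout livers. The Il6st change thus rested on replicate 3. For Il6ra the old controls had 11.9, 16.7 and 26.2 CPM against 8.46 to 11.8 CPM, so replicate 3 also enlarged that change. Stat3, Saa1 and Lcn2 were likewise highest in replicate 3 among the old controls, and their changes rested on it.

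One gene list passed in this comparison. Interleukin 6 family ligands and receptors had a mean log2 fold change of -0.21, with 10 of 11 genes lower, a fry p of 0.000899 and an adjusted p of 0.0207, while 0 of its genes passed on their own. This list also holds the kinases Jak1, Jak2 and Tyk2, which are neither ligands nor receptors. Il6 itself was below the filter on low counts and was not among the genes tested. The list did not pass when only the groups compared entered the fit, where 0 lists passed. The mean score of the list differed by -0.16 between knockout and old control livers, with an exact two-sided permutation p of 0.0857. The groups overlapped, with knockout replicate 2 at 3.931 and old control replicate 3 at 3.885. In simulations without any changed gene, fry called at least 1 list for this comparison in 5 of 50. Liver endothelium genes had a mean log2 fold change of -0.52 with 12 of 12 genes lower, a fry p of 0.00664 and an adjusted p of 0.0764, and 8 of the 12 passed when adjusted over the list alone. The acute phase list changed by -0.41 (fry adjusted p 0.587), and the T cell effector and T cell exhaustion lists changed by 0.02 and -0.20 (fry adjusted p 0.924 for each).

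**Figure D3:**
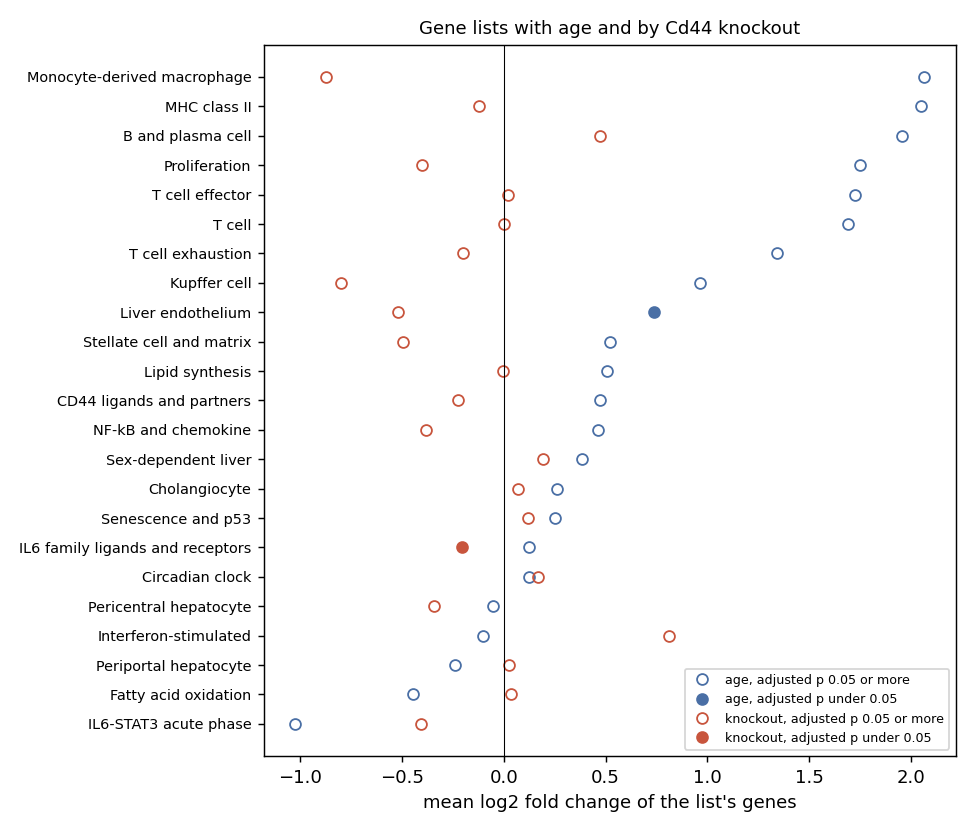
Mean log2 fold change of the genes of each of the 23 lists with age and by knockout, with filled points for an adjusted p under 0.05. Liver endothelium passes with age at 0.74 and interleukin 6 family genes pass by knockout at -0.21.

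The third comparison set old knockout livers against young livers. Here 1614 genes (11.6%) had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 923 higher and 691 lower. The higher share was 57.2%, and it was 46.8% after the correction for GC content and transcript length. Among the 756 genes that changed at least 2-fold, 571 were higher and 185 lower. Of the 1614 genes, 1352 were also changed between old and young controls, all 1352 in the same direction, and 262 were not. Both comparisons use the same 3 young livers, which by itself favours the same direction. With only the groups compared in the fit, 4265 genes passed here and 1138 in the age comparison. Which comparison gave more genes thus depended on the fit. The largest increases were in Cyp2b9, Gdf3, Tspan32, Clec4b1 and Tnfaip8l3, with Gdf3 at least 6.88-fold and Clec4b1 at least 5.51-fold higher. The largest decreases were in Mt2, Mt1, Mup7, Mup17 and Mup12, with log2 fold changes of -6.16, -5.36, -4.73, -4.63 and -3.91. Il6ra differed by -1.47 (edgeR adjusted p 0.014), Stat3 by -1.02 (edgeR adjusted p 0.0462) and Saa1 by -3.47 (edgeR adjusted p 0.0235) on the log2 scale. Passing here and not in the age comparison does not show that the knockout and control livers differ, since the direct comparison gave 0 genes.

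Whether knockout moved genes against their change with age was asked across genes, which are not independent replicates. The log2 fold changes of the age and knockout comparisons had a Pearson correlation of -0.485. Both comparisons use the same old control livers, which by itself makes the correlation negative, so the value was set against all 35 divisions of the 7 old livers into 4 and 3. The correlation was as low in 9 of them, an exact one-sided p of 0.257. Over only the genes changed with age it was -0.656, as low in 13 of the 35 divisions, an exact one-sided p of 0.371. When different old control livers were used for each change, the mean correlation was -0.047, with an exact one-sided p of 0.429 over these divisions. This value came from differences in mean log2 CPM rather than edgeR fold changes.

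**Figure D4:**
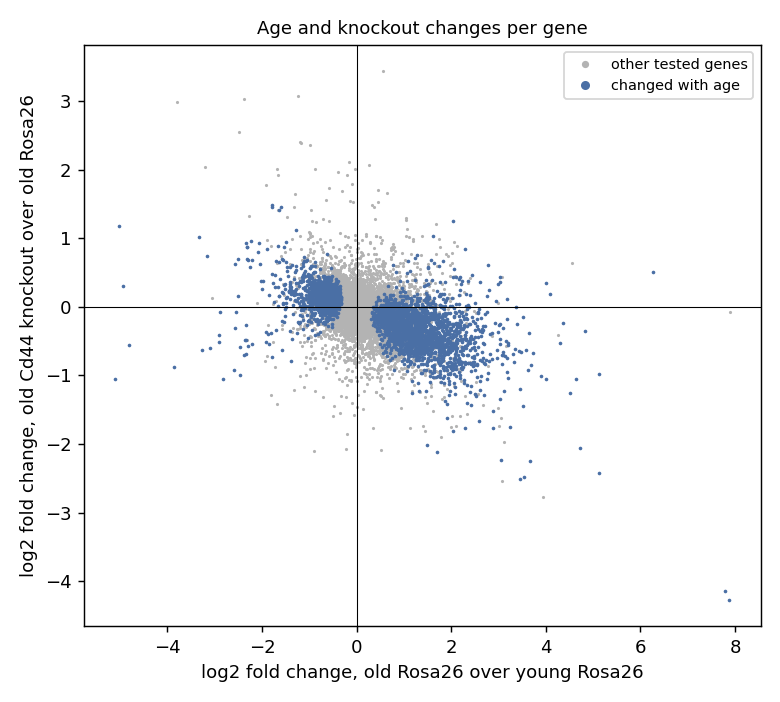
Log2 fold change with age (x axis) against log2 fold change by knockout (y axis), 1 point per tested gene, with the 3172 genes changed with age in blue. The negative slope corresponds to a Pearson correlation of -0.485, which 9 of 35 divisions of the old livers reach.

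The knockout livers were also compared by guide, with 2 livers each. Between guides 3 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, all lower with guide 4, and 603 had an unadjusted p under 0.05. Cyp2a4 had 19.3 and 32.3 CPM with guide 4 and 293 and 200 CPM with guide 2, a log2 fold change of -3.25 (SE 0.36, edgeR adjusted p 0.0275). Spats2l had 1.80 and 1.40 CPM against 9.42 and 9.98 CPM, a log2 fold change of -2.60 (SE 0.29, edgeR adjusted p 0.0275). Cyp2a5 had 253 and 382 CPM against 1515 and 1416 CPM, a log2 fold change of -2.21 (SE 0.26, edgeR adjusted p 0.0332). Guide 2 was the arm that differed from the other livers: young and old control livers had 23.7 to 40.5 CPM of Cyp2a4, 1.58 to 2.77 CPM of Spats2l and 384 to 612 CPM of Cyp2a5. Cyp2a4 and Cyp2a5 are close paralogs, so the reads of each are uncertain. Cd44 differed between guides by 0.64 on the log2 scale (SE 0.36, edgeR adjusted p 1).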

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

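Every test in this part was chosen, and its possible outcomes set down, only after the results it bears on had been seen.

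There were 3 genes that responded differently to the 2 knockout guides in a direct test of the difference. Log2 fold changes of guide 4 against guide 2 were -3.25 for Cyp2a4, -2.21 for Cyp2a5 and -2.60 for Spats2l, each lower in 2 of 2 guide 4 livers. The young and old control livers were nearer the guide 4 livers for each gene, so guide 2 is the arm that differs. The 4 knockout livers can be divided into pairs in 3 ways, and 1 of the 3 divisions, the one by guide, gave as many genes; the other divisions gave 0 genes, with 113 and 96 at an unadjusted p under 0.05. With 3 divisions the share cannot fall under 0.05. Reads shared between the paralogs Cyp2a4 and Cyp2a5 are one possible explanation. Their summed counts still differed by -2.35 on the log2 scale, so a mere exchange of reads between them would not give the difference, but which of the genes changed cannot be told. The guide 2 libraries have neighbouring names, while an old control library lies between the guide 4 libraries by name. The labels give no batch, so a batch difference was not excluded. A biological difference between guides was not separated from these.

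In 9 of 125 results tested, 1 of the 4 knockout livers lay far from the other 3, by a gap large against their whole range. Chance alone gives about 6.2, and results from the same livers are not independent, so the number cannot be told apart from chance. The gap as a share of the range is given for each. Replicate 2 was highest for Pf4 (0.944; 7.90 CPM against 1.51 to 1.87), H2-DMb1 (0.854), H2-DMa (0.912), H2-Eb1 (0.859; 148 CPM against 56.3 to 69.3) and the T cell exhaustion list (0.852), and lowest for Bbc3 (0.889). Replicate 3 was highest for Ngp (0.917; 2.97 CPM against 0.35 to 0.567). Replicate 4 was lowest for Serpina3n (0.858; 232 CPM against 361 to 382) and for the fatty acid oxidation list (0.858). The MHC class II genes are co-regulated, so their 3 results count as little more than 1. Replicate 2 had 20703293 counts, the most of the 4 knockout livers though fewer than the deepest library. A part of depth in its results was not tested. No biological explanation was tested, since the design gives none for a single liver.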

How the results depend on the processing

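The correction for GC content and transcript length was chosen after the data had been examined. No paired analysis was possible because the labels give no replicate numbers that pair animals. For the guide comparison, leaving out each knockout liver was not run, since it leaves 1 liver in an arm.

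The number of genes changed with age, 3172, was 4834 with limma voom, 1138 with only the groups compared in the fit and 1540 with an absolute log2 fold change of at least 1. It ranged from 448 to 5317 across the 6 fits that each left out one liver. The lowest came without young replicate 2, with 445 of the 448 genes among the original calls, and the highest without old control replicate 3, with 3052 shared. The cause was not tested. After the GC and length correction 3188 genes passed, 2735 of them shared.

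The knockout comparison gave 0 genes, with 916 at an unadjusted p under 0.05. DESeq2 called 7, and the guide 2 livers alone gave 3 (Spats2l, Cyp2a4 and Ly6d, named after their values were seen). Across the 7 fits that each left out one liver the count ranged from 0 to 3, with Siglec1, Sycp3 and Ccl6 called without old control replicate 1. The simulated test recovered 63% of genes with a log2 fold change of 1 at this design, so changes of that size can be missed as well as smaller ones. Each gene was simulated with the same spread in every group, while the old control livers were more dispersed. The share may therefore not hold for these livers. Depth was not varied, and the number of livers only by leaving 1 out or using 1 guide alone.

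The number of genes differing between old knockout and young livers, 1614, was 2737 with DESeq2, 4601 with limma voom, 4265 with only these groups in the fit, 3356 at an adjusted p under 0.1 and 756 with an absolute log2 fold change of at least 1. It ranged from 57 to 1650 across the 7 fits that each left out one liver. The cause was not tested. Genes differing between guides were 3, but 10 with no filter on low counts, 32 with only the knockout livers and 72 with DESeq2.

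The change of Cd44 with age was 0.89 on the log2 scale with an edgeR adjusted p of 0.0713. It passed the threshold with DESeq2 (0.88, adjusted p 0.0445) and limma voom (1.01, adjusted p 0.0347). Leaving out one liver gave 0.66 to 1.14, with adjusted p from 0.025 to 0.232. The Cd44 change by knockout reversed to 0.04 with guide 4 alone (edgeR adjusted p 0.998), and ranged from -0.50 to -0.03 when one liver was left out; its edgeR adjusted p was never under 0.05.

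With camera 11 gene lists changed with age and 10 by knockout, against 1 each with fry. With only the groups compared the counts were 0 and 0. Leaving out one liver gave from 0 to 12 lists with age and from 0 to 2 by knockout. The cause was not tested. The correlation of age and knockout changes stayed negative, from -0.701 to -0.22 when one liver was left out.

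Signs that reversed belonged to changes that, as reported, did not pass the threshold. With limma voom, Il6st with age was -0.22, and by knockout Socs3 was 0.08 and Cd8a -0.51. The GC and length correction gave -0.01 for Il6st with age. By knockout with guide 2 alone, Spp1 was 0.21 and Cd8a -0.62. With guide 4 alone, Gt(ROSA)26Sor was 0.16, Socs3 0.26 and Pdcd1 0.20. With at least 10 counts on average the T cell effector list was -0.059. Leaving out one liver gave changes by knockout from -0.36 to 1.35 for Cd8a, from -0.32 to 0.33 for Gt(ROSA)26Sor, from -1.07 to 1.47 for Gzmk, from -1.36 to 0.05 for Lcn2, from -0.90 to 1.65 for Pdcd1, from -1.87 to 0.02 for Saa1, from -0.70 to 0.34 for Socs3, from -0.30 to 0.06 for Spp1 and from -0.65 to 0.15 for Stat3. For the lists it gave -0.671 to 0.111 for acute phase genes, -0.326 to 0.974 for T cell effector genes and -0.449 to 0.378 for T cell exhaustion genes. With age, Gt(ROSA)26Sor ranged from -0.03 to 0.62 and Il6st from -0.31 to 0.31. The edgeR adjusted p of Gt(ROSA)26Sor with age ranged from 0.0489, past the threshold, to 0.937 in these fits. Old control replicate 3 had 438 CPM of Saa1, 127.5 of Lcn2 and 272.4 of Stat3. Replicates 1 and 2 had at most 164.9, 56.4 and 122.4 CPM. The negative changes of these genes by knockout thus rested on replicate 3. Those of Gzmk and Pdcd1 rested on replicate 2, with 34 and 29 counts against at most 4 and 3 in the other old controls. The cause of the other reversals was not tested.

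Among named genes and lists under the other settings, 68 results fell below the threshold and 21 rose past it, while 1207 stayed on the same side with the same direction. When one liver was left out, 262 fell below, 17 rose past it and 643 stayed.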

Other observations

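Every test in this part was set down with its possible outcomes only after the results it bears on had been seen, although the calculation of the correlation with different control livers for each change had been fixed before the data were examined.

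Other splits of the same livers bear on each count. Of the 10 splits of the 6 control livers, 1, the real one, gave as many genes changed with age, and the others gave at most 1 gene; with 10 splits the share cannot fall under 0.05. As many gene lists changed in 2 of the 10. For the knockout comparison 35 of the 35 splits gave at least the 0 genes of the real one, as any split must, 15 of the 35 gave as many genes with an unadjusted p under 0.05 as the real 916, and 2 of the 35 gave as many gene lists. The smallest list p was as low in 1 of the 35 splits, the fewest possible. For old knockout against young, 1 of the 35 splits gave as many genes, and the others gave at most 49.

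The negative correlation of age and knockout changes may come from the old control livers shared by both. It was -0.485 with shared livers and -0.047 with different ones, and 50 simulations without any changed gene gave a median of -0.53. The simulations thus held no age change, unlike these livers, so their median is no direct reference. The value of -0.047 averaged correlations of differences in mean log2 CPM, while -0.485 used edgeR fold changes. The 35 divisions of the old livers, which share livers in the same way, gave a median of -0.246 (range -0.721 to 0.344). Shared livers can thus give a value this low, but how much of it they gave was not settled. Using 1 or 2 control livers per change also adds noise, which was not separated.

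GC content and transcript length were tested as a source of the age difference, and 2735 of the 3172 genes still passed after correction. Log2 fold changes by knockout had a Spearman rho of -0.18 with transcript length, against 0.07 for age. With GC content the values were -0.09 and 0.14. Gene lists were not run after the correction, so a part of transcript length in the knockout lists was not tested. Livers taken at another phase of the daily clock are another candidate explanation of the age difference. An index of 10 clock genes less 5 genes of the opposite phase was 0.38 ± 0.95 (SD, n = 3) in young, 1.95 ± 0.43 in old control (SD, n = 3) and 2.42 ± 0.26 in knockout livers (SD, n = 4). It was 1.84 higher in old livers, with an exact two-sided permutation p of 0.00833, the smallest that 120 splits can give. The genes were divided by phase after their opposite changes had been noticed, and sampling time is not given in the labels. Age and sampling time cannot be told apart.

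The old controls differed from each other, and replicates 1 and 3 were about equally far from replicate 2, with a Spearman correlation of 0.967 for each. Their distances from the rest of the group were 0.63 and 0.68 on the log2 scale, and limma voom gave them sample weights of 0.32 and 0.25. Leaving out replicate 1 raised the genes at an unadjusted p under 0.05 by knockout from 916 to 2514, and leaving out replicate 3 raised them to 1582. Only replicate 3 was examined further, for its library name and its place nearer the young livers, and replicate 1 was not. The total count of replicate 3 was 1.05 times that of the next deepest library, a small difference in depth. On the 1614 genes differing between knockout and young livers it lay at 0.74 between young (0) and old knockout (1). Young livers lay between -0.13 and 0.18 and the other old livers between 0.77 and 1.20, so it was outside both ranges and nearer the old one. Those genes came from the fit over all 10 livers, so it had a part in their choice. On 4223 genes from a fit of young and knockout livers alone it lay at 0.64, against -0.13 to 0.20 in young and 0.74 to 1.29 in the other old livers. Its clock index was 1.46, against 2.15 to 2.71 in the other old livers. Over 17 genes at least 8-fold higher in young than in knockout livers, its median share of a young liver was 5.21%, against -7.65% to 9.64% in the other old livers. With 16 such genes from the fit of young and knockout livers alone it was 4.51%, against -7.5% to 10.1%. Those genes go against a young liver labelled as old or a large admixture of one. Another sampling time or another batch could each remain, and 1 liver cannot separate them.

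The unchanged Cd44 counts in knockout livers might reflect Cd44 mRNA of cells that the virus does not edit, such as Kupffer cells. Over the 7 old livers, log2 Cd44 correlated with the Kupffer cell list at a Pearson r of 0.87 (exact permutation p 0.0258, adjusted over 5 relations 0.129) and a Spearman rho of 0.71 (exact permutation p 0.0881). Without the 2 farthest livers r was 0.83, and after removing group means it was 0.90. For the T cell list r was 0.46 over the 7 livers and 0.99 without the 2 farthest. For monocyte-derived macrophages these values were 0.62 and 0.69, for liver endothelium 0.50 and -0.10, and for B and plasma cells -0.28 and -0.56. Leaving out the 2 farthest livers thus did not single out Kupffer cells. The relation with the Kupffer list fails the correction for 5 lists, so this remains a hypothesis. The Kupffer list was itself lower in knockout than in old control livers in 10 of 10 genes (fry adjusted p 0.428). Log2 Cd44 less the Kupffer score was 0.41 higher in knockout than in old control livers (exact two-sided permutation p 0.114), so it was not lower. Since Cd44 itself differed by -0.24, this difference comes mostly from the Kupffer score and says little about Cd44 in hepatocytes. The counts cannot show whether editing took place, because an edited gene can still be transcribed; no sequence of the target sites was analysed here.

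Interferon-stimulated genes were higher in the guide 2 livers. Their scores were 6.83 and 6.83, against 5.27 to 6.14 in the other 8 livers. Of the 45 pairs of livers, 1, the guide 2 pair, exceeded the rest by as much, but this list was picked from 23 after its scores had been seen. The list differed between guides with a fry p of 0.0103 and an adjusted p of 0.236, which fails the correction. Libraries processed next to each other could give the same pattern, and it cannot be told apart from a guide effect.

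Liver endothelium genes rose with age and were lower in all 4 knockout livers than in all 3 old controls, with a difference of -0.50 in the mean log2 score (exact two-sided permutation p 0.0286, the smallest that 35 splits can give). The list was picked from 23 after its values had been seen, and both changes use the same old control livers, so no explanation was tested.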
